A study of Papaver somniferum with 12 samples. Its data were reported in "Transcriptomic profiles of 33 opium poppy samples in different tissues, growth phases, and cultivars" (2019).

How the data were processed

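Leaves of opium poppy (Papaver somniferum) were collected at the filling stage, when the capsule fills after the petals have fallen, from 4 cultivars that the study named B2, T, Z and G. RNA sequencing was carried out on 3 libraries per cultivar, which gave 12 libraries. Libraries are named here by cultivar and by the replicate number in the labels. The original cultivar B1 and the other tissues and growth phases of the study were not analysed here.

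Per the methods of the study, the authors removed low-quality paired-end Illumina reads, mapped the rest with HISAT2 onto unigenes, and estimated expression with RSEM. The unigenes are non-redundant transcripts that the authors assembled from PacBio long reads of cultivar B1, and no genome was used. The deposited table holds 1 value per unigene and library in RPKM, which scales reads to the length of the transcript and to the mapped reads of the library, rounded to 2 decimals. The methods text of the study calls the same kind of value a fragment-based one, whereas its data records call it RPKM, and the latter name is kept here. Every column of the table belonged to 1 of the 12 libraries. RSEM divides reads among similar unigenes, so the values of near-identical unigenes are uncertain. Because the reference came from 1 cultivar, a transcript that differs in sequence in another cultivar can have a low value without a low RNA level.

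RPKM values do not state how many reads each library had. The study listed the sequencing yield of each library in clean bases, but the share of reads that mapped and the lengths of the unigenes were not used here, so the yield was not turned into reads per unigene. It was checked whether the depth could be read from the spacing of the low values. Over unigenes between 0.1 and 0.5 RPKM in both libraries, the most frequent ratio between libraries was 1 in 50 of the 66 pairs of libraries, and held at most 5.57% of the unigenes. Relative depth could not be recovered from this. The number of reads behind each value is therefore unknown, and no counting interval or detection floor is given. A value of 0 is reported as listed at 0.

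The unigene identifiers were compared with a reference table of 91581 opium poppy genes, and 0 of the 61856 identifiers matched. The deposited table does not pair identifiers with gene names either. Unigenes are therefore reported by identifier, and a planned result on genes of alkaloid biosynthesis was not computed.

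The groups, the tests, the thresholds, the rule for naming unigenes and all alternatives but 1 were fixed before the data were examined. Unigenes with at least 1 RPKM in at least 3 of the 12 libraries were tested, which left 33161 unigenes. Values were transformed to log2(RPKM + 1), with a pseudocount of 1, and no scaling between libraries was added. A difference on this scale understates the change of unigenes at low levels. A model with cultivar as its only factor was fitted with limma 3.58.1 in R 4.3.3 (lmFit, contrasts.fit and eBayes with trend), so that all 12 libraries shared 1 estimate of the spread per unigene. The 6 pairs of cultivars were compared with limma's two-sided moderated test, and p-values were adjusted by the Benjamini-Hochberg method within each comparison. A unigene was called differential at an adjusted p under 0.05 and a log2 difference of at least 1 in size, a fold change of 2, which are the thresholds of the study. Differences among the 4 cultivars were tested with limma's moderated F-test at an adjusted p under 0.05. A unigene was counted as set apart in a cultivar when it was called in all 3 comparisons of that cultivar with 1 direction. These comparisons share libraries, so the number that arises without any difference was simulated.

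For the presence and absence of transcripts, a unigene was counted as present at 1 RPKM or more and as absent below 0.1 RPKM. It was counted as near absent in a cultivar when it was absent from all 3 of its libraries and present in the 9 others. Expression classes were bounded at 0.1, 3.75 and 15 RPKM as in the study. The number of unigenes at 0.1 RPKM or more and the share of summed RPKM held by the 10 highest unigenes were compared among cultivars with an exact permutation test over all 15400 partitions of the 12 libraries into 4 groups of 3. The statistic was the share of the sum of squares that lies between cultivars. Separation of whole profiles was tested over the same partitions with the pseudo-F of a permutational analysis on distances of 1 minus Pearson's r. These steps and the figures were made with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

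The unigenes named in the text followed a rule. Among the unigenes set apart in a cultivar, those with a mean of at least 10 RPKM on the higher side and with all 3 libraries of the cultivar above, or all below, the 9 others were kept. From these, the 1 higher and the 1 lower unigene with the largest smallest log2 difference over the 3 comparisons were named for each cultivar.

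The procedure was tested on simulated data before use. Values were simulated for 33161 unigenes from the means and spreads of the real libraries. Each unigene was drawn independently, with 1 spread shared by all cultivars. In 1 cultivar, 200 unigenes with a mean log2 value over 1 were changed by 2 on the log2 scale. Over 5 runs, 93.3% of the changed unigenes were recovered with a mean of 3.4 false calls, and 91.8% were recovered as set apart with 0 false ones.

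The alternatives were a pseudocount of 0.1, no filter, a filter at 3.75 RPKM, median-ratio scaling, quantile normalization, limma without trend, a replicate block, an adjusted p alone, a fit on only the 2 cultivars compared, and each library left out in turn. Other bounds for absence, presence, detection and the number of top unigenes, and Spearman's correlation, were tried for the results they apply to. A count model listed for the case of a count table was not run, because the table holds RPKM.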

Results

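Expression was measured in leaves of 4 opium poppy cultivars at the filling stage, with 3 independent libraries for each of B2, T, Z and G. The cultivars came from a breeding programme and were described by the study as differing in their content of benzylisoquinoline alkaloids, the group of compounds that includes morphine and noscapine. The table covered 61856 unigenes in 12 libraries, and 4426 unigenes were listed at 0 in all of them. Summed RPKM ranged from 993016 in Z replicate 2 to 1061092 in B2 replicate 1. The table gives no read numbers. The sequencing yield per library that the study listed is among its reported values, whereas the number of mapped reads behind each RPKM value is not known.

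The first question was whether the libraries covered a similar part of the transcriptome. Between 44916 and 46564 unigenes per library were at 0.1 RPKM or more. From 27532 to 28398 of them lay below 3.75 RPKM, from 9500 to 10548 lay between 3.75 and 15 RPKM, and from 7374 to 7918 lay above. The mean number at 0.1 RPKM or more was 46082 ± 429 in B2, 45122 ± 76.6 in T, 45042 ± 142 in Z and 45542 ± 217 in G (SD, n = 3 each). Cultivar accounted for 0.799 of the sum of squares, and the difference among cultivars was larger than the spread between replicates (exact permutation test, p = 0.000974). After median-ratio scaling of the libraries the share fell to 0.571, and the difference no longer passed 0.05 in the exact test (p = 0.0629).

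The unigene PB.225.272 was the highest in all 12 libraries and held 7.62% to 11.3% of summed RPKM. The 10 highest unigenes of each library held 16.6% ± 0.752 in B2, 16.2% ± 1.15 in T, 14.4% ± 0.604 in Z and 15.04% ± 0.881 in G (SD, n = 3 each). These shares did not differ among cultivars by more than the spread between replicates (share of the sum of squares 0.596, exact permutation test, p = 0.0616). Single libraries decided this call. Without T replicate 2 the exact p was 0.03, and without G replicate 1 it was 0.0425.

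Whole profiles were compared to find out whether libraries of 1 cultivar resembled each other more than libraries of different cultivars. Over the 33161 tested unigenes, Pearson's r of log2(RPKM + 1) across unigenes averaged 0.981 within T, 0.982 within Z and 0.986 within G. Within B2 it averaged 0.945 and ranged from 0.922 to 0.975. Between cultivars, the mean r was 0.967 for T and Z, 0.966 for G and T, and 0.972 for G and Z. It was lower in every pair with B2, at 0.9145 with T, 0.9094 with Z and 0.9224 with G. Single B2 libraries did not all resemble each other most. B2 replicates 2 and 3 had an r of 0.9224 with each other. B2 replicate 2 had 0.9275, 0.9295 and 0.9225 with G replicates 1, 2 and 3, and B2 replicate 3 had 0.924 with G replicate 1. B2 replicate 1 had a higher r with both other B2 libraries than with any library of another cultivar. Separation by cultivar gave a pseudo-F of 9.235, and its exact permutation p of 6.49e-05 was the smallest that the 15400 partitions can give. The pseudo-F moved most when B2 replicate 3 was left out, to 24.9, with the same p. The first principal component held 43.1% of the variance, the second 16.6% and the third 11.6%.

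**Figure D1:**
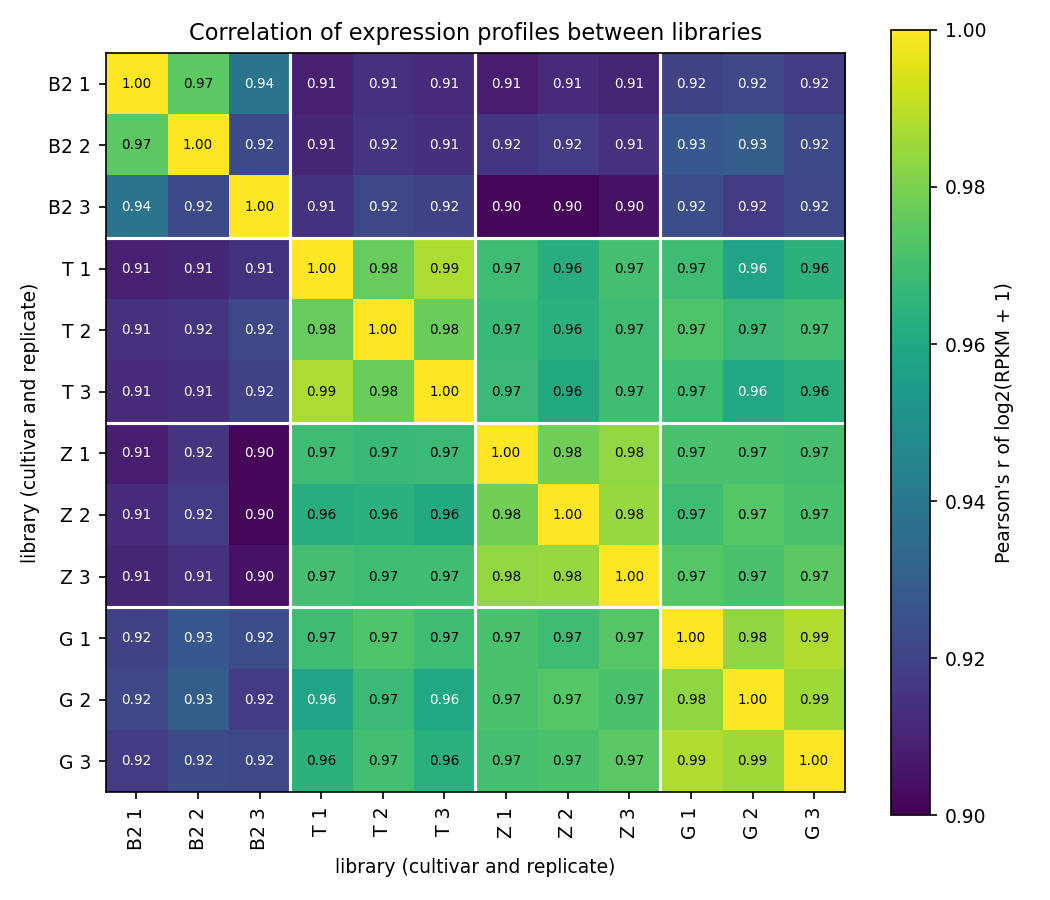
Pearson's r of log2(RPKM + 1) between each pair of the 12 libraries across the 33161 tested unigenes, with cultivar and replicate on both axes and white lines between cultivars. B2 replicate 3 has r of 0.9385 and 0.9224 with the other B2 libraries, and pairs of a B2 library with another cultivar lie between 0.9015 and 0.9295.

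Replicates were also compared for the presence of single transcripts. In B2 replicate 3, 515 unigenes were at 1 RPKM or more that were below 0.1 RPKM in both other B2 libraries, and 191 were below 0.1 RPKM that were at 1 RPKM or more in both. The 11 other libraries had from 8 to 85 of the former and from 10 to 90 of the latter. The median standard deviation of a unigene on the log2 scale was 0.219 in B2, 0.135 in T, 0.136 in Z and 0.123 in G. B2 replicate 3 was kept in all comparisons, and values without it are given where they changed a count by over 1.5 times.

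**Figure D2:**
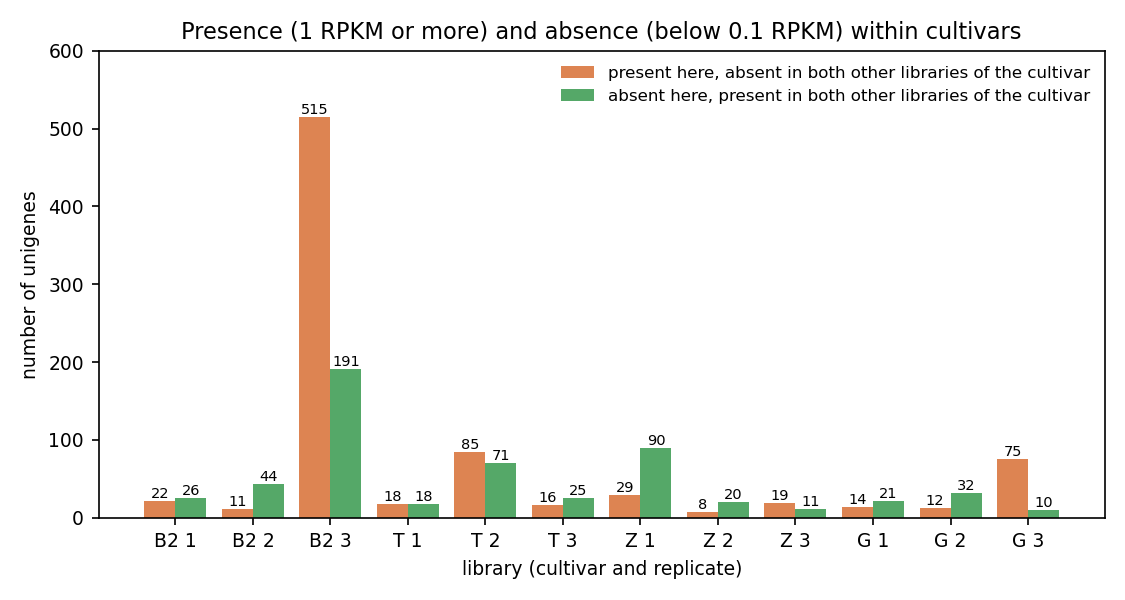
Number of unigenes per library that are present (1 RPKM or more) where both other libraries of the cultivar are below 0.1 RPKM, or below 0.1 RPKM where both others are present. B2 replicate 3 has 515 and 191, against at most 85 and 90 in any other library.

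The 6 pairwise comparisons asked which unigenes differ in level between cultivars. In limma's test at an adjusted p under 0.05 and a difference of 1 in log2(RPKM + 1), 2337 of 33161 unigenes (7.05%) differed between T and B2. Of these, 797 were higher and 1540 lower in T. Between Z and B2, 2709 differed (8.17%), with 1048 higher and 1661 lower in Z. Between G and B2, 1977 differed (5.96%), with 747 higher and 1230 lower in G. The comparisons without B2 gave fewer calls. There were 250 between Z and T (0.754%), with 127 higher and 123 lower in Z. For G and T the number was 342 (1.03%), with 231 higher and 111 lower in G. For G and Z it was 220 (0.663%), with 179 higher and 41 lower in G. The median size of the difference among called unigenes was 1.44 to 1.54 on the log2 scale. The gap between comparisons with and without B2 was narrower in fits on only the 2 cultivars compared. These gave 1813, 2245 and 1599 for T, Z and G against B2. For Z and T, G and T, and G and Z they gave 308, 529 and 424. The threshold on the log2 difference moved these counts most, since the adjusted p alone gave 6863 for T and B2 and 468 for G and Z. Without B2 replicate 3, whose spread enters every comparison through the shared estimate, the counts rose to 444 for Z and T (232 higher and 212 lower), 552 for G and T (359 and 193) and 381 for G and Z (293 and 88). Against B2, the unigenes higher in T then rose to 1305 and those higher in G to 1174. For Z and T the count fell to 153 without T replicate 1, to 150 without T replicate 3 and to 160 without Z replicate 2. The unigenes lower in G than in Z fell to 21 without Z replicate 3, and those lower in G than in T to 67 without G replicate 2.

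**Figure D3:**
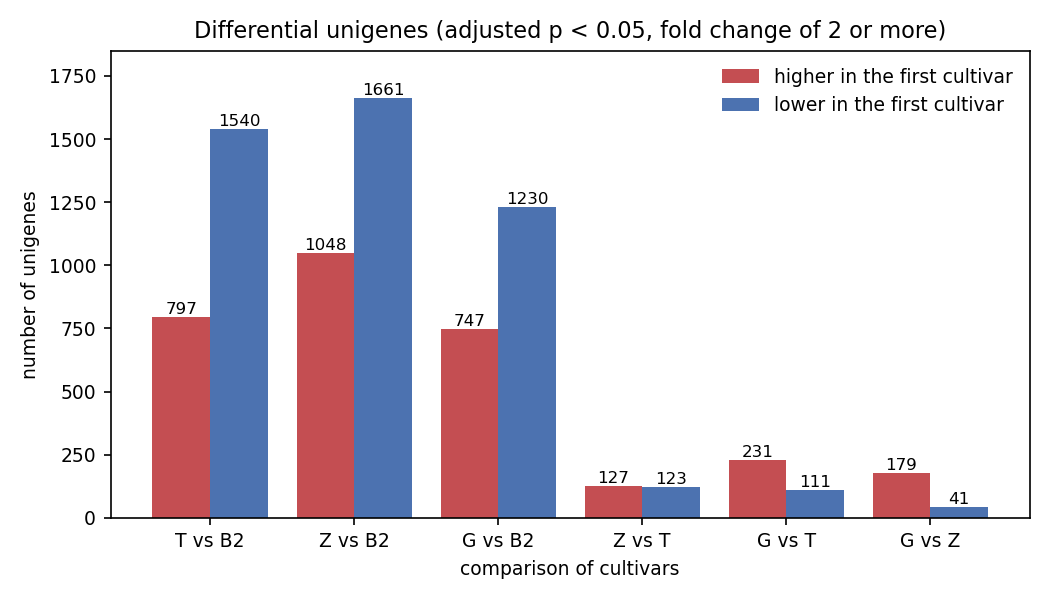
Number of differential unigenes in each of the 6 comparisons (limma, adjusted p under 0.05 and fold change of 2 or more), split into those higher and lower in the cultivar named first. The 3 comparisons with B2 have 1977 to 2709 unigenes and the 3 others 220 to 342.

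In limma's F-test over all 4 cultivars, 7409 of 33161 unigenes (22.3%) had an adjusted p under 0.05. The count rose to 10808 without B2 replicate 3 and fell to 4906 with a filter at 3.75 RPKM, which leaves fewer unigenes to test. At least 1 pairwise comparison called 3699 unigenes.

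It was then asked which unigenes set 1 cultivar apart from each of the others. There were 1234 such unigenes for B2, of which 846 were higher and 388 lower in B2. T had 64, with 20 higher and 44 lower. Z had 33, with 5 higher and 28 lower. G had 14, with 9 higher and 5 lower. Simulated libraries without any difference gave a mean of 0.2 over the 4 cultivars together. They had independent unigenes and 1 spread per unigene for all cultivars, whereas in the real libraries B2 varied more. The 0.2 may therefore be too low. In other splits of the real libraries, the largest count set apart was 24, more than the 14 of G. In all, 1335 unigenes were set apart in at least 1 cultivar and 10 in 2 cultivars. Without B2 replicate 3 the lower unigenes of B2 rose to 704 and the higher ones of Z to 11, and the latter fell to 1 without Z replicate 3. Without B2 replicate 3 the number was also 104 for T, with 51 higher and 53 lower, and 67 for G, with 55 higher and 12 lower. It was 98 for T, with 23 higher and 75 lower, and 33 for G without T replicate 2. For G it was 9 without G replicate 2. The higher unigenes of T fell to 12 without G replicate 2 and to 13 without T replicate 1. A pseudocount of 0.1 gave 18 higher and 75 lower for T. The split of the G unigenes had no stable direction, since a pseudocount of 0.1 gave 11 higher and 16 lower, and the fit without G replicate 3 gave 6 higher and 9 lower.

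For B2, the named unigenes were PB.57304.6 and PB.7887.3. PB.57304.6 was the strongest of 281 higher unigenes that met the naming rule. It had 76.25, 57.86 and 303.27 RPKM in B2 replicates 1, 2 and 3, at most 0.14 RPKM in T, at most 0.06 RPKM in Z, and was listed at 0 in all 3 libraries of G. Its log2 difference was 6.70 against T, 6.74 against Z and 6.80 against G (SE 0.457 each), with limma adjusted p-values of 1.83e-06, 1.62e-06 and 1.83e-06. PB.7887.3, the strongest of 152 lower unigenes, was listed at 0 in B2 replicates 1 and 2 and at 0.11 RPKM in B2 replicate 3. It had 207.5 ± 30.1 RPKM in T, 189.1 ± 43.5 in Z and 202.1 ± 59.8 in G (SD, n = 3 each). The log2 difference of B2 was -7.64 against T, -7.49 against Z and -7.57 against G (SE 0.234), with limma adjusted p-values of 2.85e-09, 3.24e-09 and 3.60e-09.

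For T, PB.20390.1 was the strongest of 13 lower unigenes. It had 0.03, 0.02 and 0.04 RPKM in the T libraries, against 44.0 ± 10.3 RPKM in B2, 57.35 ± 2.47 in Z and 28.4 ± 1.90 in G (SD, n = 3 each). The log2 difference of T was -5.43, -5.82 and -4.83 against B2, Z and G (SE 0.135), with limma adjusted p-values of 7.50e-10, 2.83e-09 and 1.02e-08. PB.3183.11 was the strongest of 6 higher unigenes, with 10.45 ± 0.752 RPKM in T (SD, n = 3). In B2 it was listed at 0 in replicates 1 and 2 and had 8.43 RPKM in replicate 3, it was listed at 0 in all 3 libraries of Z, and it had at most 0.02 RPKM in G. Its log2 difference was 2.44, 3.51 and 3.50 against B2, Z and G (SE 0.666), with limma adjusted p-values of 0.0259, 0.0297 and 0.0223. It lost the call in at least 1 of its 3 comparisons when no filter was applied and in each fit that left out 1 library, except the fit without B2 replicate 3.

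For Z, PB.60971.1 was the strongest of 17 lower unigenes. It had 0.59 ± 0.404 RPKM in Z, 33.5 ± 6.62 in B2, 25.7 ± 11.7 in T and 27.4 ± 2.94 in G (SD, n = 3 each). The log2 difference of Z was -4.46, -3.99 and -4.19 against B2, T and G (SE 0.324), with limma adjusted p-values of 2.92e-06, 9.50e-05 and 5.13e-05. PB.28286.1 was the 1 higher unigene of Z that met the naming rule, with 19.5 ± 0.806 RPKM in Z, 9.19 ± 1.18 in B2, 0.413 ± 0.119 in T and 6.56 ± 0.954 in G (SD, n = 3 each). Its log2 difference was 1.02, 3.86 and 1.45 against B2, T and G (SE 0.12), with limma adjusted p-values of 0.000146, 2.66e-08 and 8.78e-05. The difference from B2 was at the threshold of 1, and ranged from 0.94 to 1.11 over the fits that each left out 1 library. The call was lost without B2 replicate 2, without B2 replicate 3 and without Z replicate 3.

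For G, PB.43608.1 was the strongest of 4 higher unigenes. It had 17.4 ± 7.45 RPKM in G, 0.633 ± 0.263 in T and 2.64 ± 0.689 in Z (SD, n = 3 each), and at most 0.02 RPKM in B2. Its log2 difference was 4.10, 3.41 and 2.26 against B2, T and Z (SE 0.271), with limma adjusted p-values of 1.64e-06, 5.03e-05 and 0.0016. PB.33615.1 was the 1 lower unigene of G that met the naming rule, with 0.963 ± 0.119 RPKM in G, 4.72 ± 1.89 in B2, 16.0 ± 2.06 in T and 10.1 ± 2.12 in Z (SD, n = 3 each). The log2 difference of G was -1.48, -3.11 and -2.49 against B2, T and Z (SE 0.236), with limma adjusted p-values of 0.00157, 3.36e-05 and 0.000286. All 8 named unigenes lie in the plot of log2 values by cultivar.

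**Figure D4:**
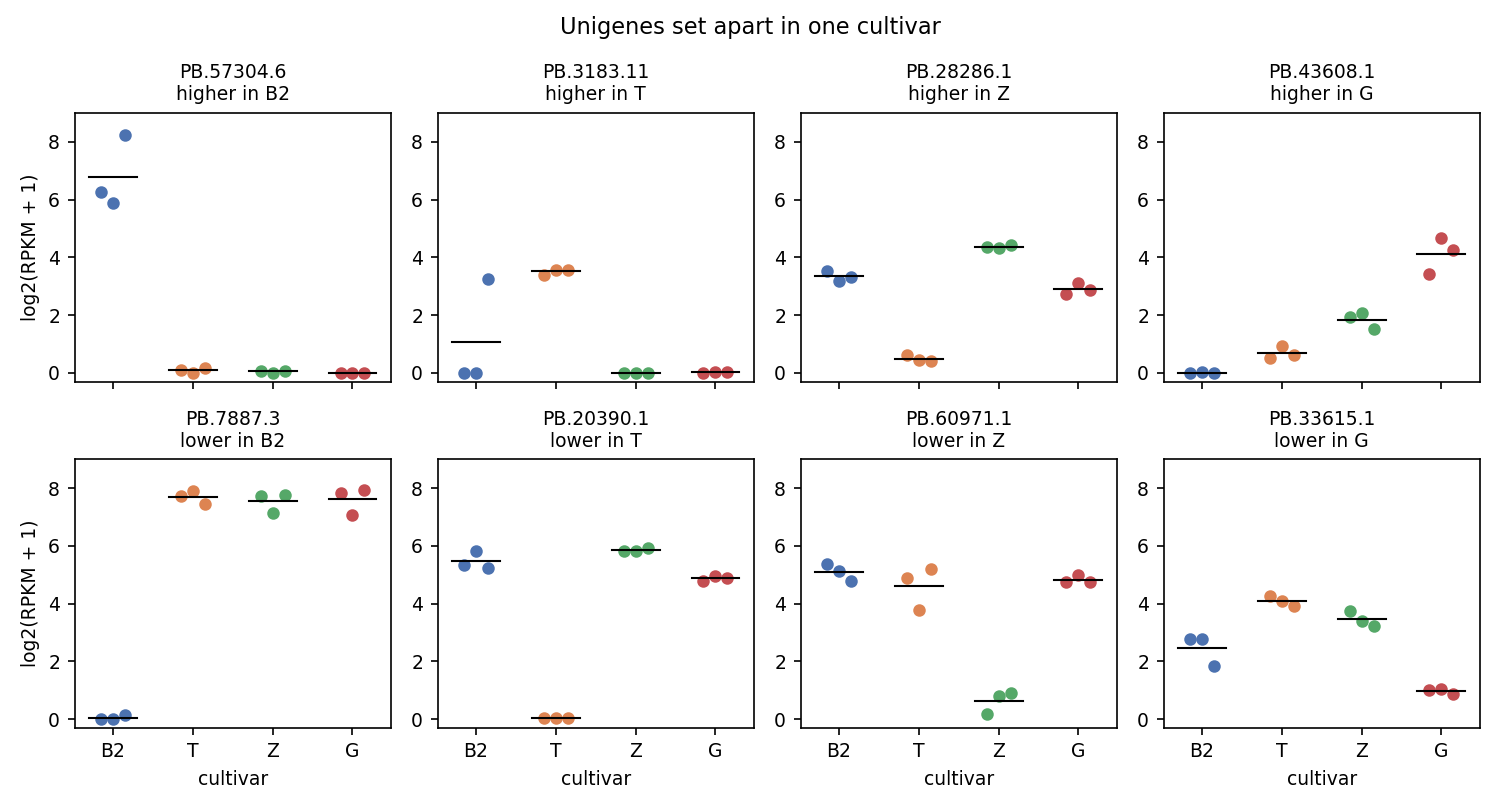
log2(RPKM + 1) of the 8 named unigenes, with cultivars on the horizontal axis, 1 point per library and a line at the mean of each cultivar. The upper panels hold the unigenes higher in B2, T, Z and G and the lower panels those lower in them, and PB.3183.11 has 1 B2 library, replicate 3, near the level of T.

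The last comparison counted transcripts that were near absent from 1 cultivar. Below 0.1 RPKM in all 3 libraries of a cultivar and at 1 RPKM or more in all 9 others were 30 unigenes for B2, 11 for T, 13 for Z and 2 for G. Of these, 16 in B2, 3 in T, 6 in Z and 1 in G were listed at 0 in all 3 libraries. In the other cultivars their median was 4.40, 3.69, 8.23 and 3.03 RPKM for B2, T, Z and G. The 2 unigenes of G, named after their values were seen, were PB.15367.7 and PB.26241.1. PB.15367.7 was listed at 0 in all G libraries and had 1.44 to 7.54 RPKM elsewhere. PB.26241.1 had at most 0.02 RPKM in G and 2.00 to 2.53 RPKM elsewhere. The counts depended on single libraries, with 158 for B2 without B2 replicate 3, 27 for T without T replicate 2, and 5 for G without Z replicate 1. The opposite pattern, at 1 RPKM or more in all 3 libraries of a cultivar and below 0.1 RPKM in the 9 others, was found for 189 unigenes in B2, 1 in T, 0 in Z and 1 in G. Without B2 replicate 3 these counts were 232, 8, 0 and 18, and the count for Z was 3 without Z replicate 1. No test was applied to these counts.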

Values the study reported

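The study reported 61,856 unigenes in its long-read reference. For the leaf libraries of these cultivars it listed between 6488485876 clean bases, in the first library of T, and 9773818624 clean bases, in the last library of G. For the 3 libraries of B2 it listed 8664717417, 9101628243 and 7740678568 clean bases. The study listed 15,916, 16,114 and 15,292 unigenes at 0 to 0.1 RPKM in the B2 libraries, and 16,337, 16,519 and 16,086 in those of G. Differential expression was called there at a fold change of at least 2 and an adjusted p under 0.05.

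Dry leaves at the filling stage held 273.8 ± 17.68 mg/kg of morphine in B2, 92.4 ± 14.64 in T, 807.8 ± 18.93 in Z and 700.0 ± 193.71 in G (mean and SD of 3 plants), according to the study. Thebaine was detected by the study in T alone, at 16009.2 ± 605.32 mg/kg. Among B2, T, Z and G, noscapine was detected only in G, at 2021.9 ± 480.39 mg/kg.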

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

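The 18 results on cultivars as a whole were computed under 326 alternative values, of which 280 kept their side of the threshold, or stayed within 1.5 times of a count. Of the others, 43 were counts that moved by more than 1.5 times, 1 value was weaker and 2 were stronger. These counts, shares and pseudo-F values have no sign. Among the 152 values of the named unigenes, which have one, 0 reversed.

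A pseudocount of 0.1 gave 360 unigenes for G and Z, and 54 and 27 set apart in Z and G, and the cause was not tested. With the filter at 3.75 RPKM, which leaves fewer unigenes to test, the counts were 1506 for T and B2, 1295 for G and B2, 219 for G and T, 146 for G and Z, 4906 in the F-test and 804 set apart in B2. The adjusted p alone, by its construction, gave more calls in every comparison: 6863, 7954 and 5772 for T, Z and G against B2, 485 for Z and T, 706 for G and T and 468 for G and Z, and 3555, 135, 68 and 43 set apart in B2, T, Z and G. A fit on only the 2 cultivars compared takes the spread from those 2 alone. Without B2 it gave 308 for Z and T, 529 for G and T and 424 for G and Z, more than the shared spread. Against B2, the cultivar with the largest spread, it gave fewer, with 1813, 2245 and 1599 for T, Z and G.

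Across the 12 fits that each left out 1 library, the counts ran from 150 to 444 for Z and T, from 228 to 552 for G and T, from 154 to 381 for G and Z, from 47 to 104 set apart in T and from 9 to 67 set apart in G. The highest of each came without B2 replicate 3. The ranges were narrower for T and B2 (1974 to 3198), Z and B2 (2405 to 3282), G and B2 (1616 to 2721), the F-test (5288 to 10808) and unigenes set apart in B2 (1065 to 1778) and Z (25 to 47). Near absent unigenes numbered 30 to 158 in B2, 11 to 27 in T, 13 to 14 in Z and 2 to 5 in G. For the share held by the 10 highest unigenes, the between-cultivar share ran from 0.530 to 0.719 (exact permutation p from 0.03 to 0.1425), and it passed 0.05 without T replicate 2 (0.719) and without G replicate 1 (0.693). Separation by profile kept the smallest possible exact p in all 12 fits, with a pseudo-F of 6.53 to 24.9. An alternative chosen after seeing the data, with only the 2 cultivars compared and no B2 replicate 3, gave 3063, 3143 and 2727 calls for T, Z and G against B2.

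Counting as absent only unigenes listed at 0 gave 16, 3, 6 and 1 near absent in B2, T, Z and G, and requiring 3.75 RPKM elsewhere gave 13, 2, 7 and 0, both by their stricter construction. For unigenes at 0.1 RPKM or more, median-ratio scaling gave a between-cultivar share of 0.571 (exact permutation p = 0.0629). The largest factors were those of B2 replicates 1, 2 and 3, at 1.0263, 1.0624 and 1.0401. Dividing by them lowers B2 values against the fixed bound, and B2 had the most unigenes above it. Part of the difference among cultivars can therefore be one of scale. Under median-ratio scaling and quantile normalization every count of called unigenes stayed within 1.5 times. The split of pairwise calls into higher and lower moved by less than 10 percentage points under both. The split of the unigenes set apart in G was less stable. It was 9 higher and 5 lower, and became 11 and 16 with a pseudocount of 0.1, 21 and 22 with the adjusted p alone, 6 and 9 without G replicate 3 and 55 and 12 without B2 replicate 3. For T, 20 higher and 44 lower became 51 and 53 without B2 replicate 3, and 23 and 75 without T replicate 2. They became 18 and 75 with a pseudocount of 0.1, and 12 and 35 without G replicate 2. The 127 higher and 123 lower of Z against T were near even, and ran from 69 to 232 and from 81 to 212 over the fits that each left out 1 library. The cause was not tested.

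The replicate number as a block gave 2375, 2735, 1997, 275, 356 and 199 calls for T and B2, Z and B2, G and B2, Z and T, G and T, and G and Z. Libraries with the same number shared little of their deviations. The correlation of their deviations ran from -0.1 to 0.188 and was over 0.1 in 6 of 18 pairs, all of them with G. G replicate 2 was over 0.1 with replicate 2 of B2 (0.138), of T (0.14) and of Z (0.188). Neither the labels nor the study state whether libraries with the same number were handled together. Pairs with different numbers were not compared, so a shared batch is not excluded.

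For the 8 named unigenes, 137 of 152 values kept their call. The 15 weaker ones belong to PB.3183.11 and PB.28286.1, and 14 of them came from leaving out 1 library. A count model listed as an alternative for a count table was not run, because the table holds RPKM. The number of reads behind a value is not known, so no detection floor was set for a unigene below 0.1 RPKM in a single library.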

Other observations

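All tests below were made after the results they concern had been seen.

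Other splits of the libraries were counted for each result of the model. In each of the 6 pairwise comparisons, 1 of the 10 splits of the 6 libraries, the real one, gave as many unigenes, and 3 against 3 libraries cannot give a share under 0.1. The next largest split gave 34 unigenes for T and B2, 14 for Z and B2, 1 for G and B2, 2 for Z and T, 0 for G and T and 12 for G and Z. For the F-test, 1 of 100 splits of the 12 libraries gave as many unigenes, and the next largest gave 117. For unigenes set apart, the highest count among the 4 groups of a split was compared with each real count. With the real split included, 1 of 100 splits gave as many as B2, T and Z each had, and 3 of 100 gave as many as the 14 of G. The largest count set apart in any other split was 24.

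B2 replicate 3 held a set of transcripts that differed from that of B2 replicates 1 and 2. It gained 515 unigenes and lacked 191, against at most 85 and 90 in the 11 other libraries. Low depth in this library is argued against, since 45 of the gained unigenes were at 10 RPKM or more and at most 8 were so in any other library. A label swapped with T, Z or G is argued against as well. Of 232 unigenes present in B2 replicates 1 and 2 and absent from all 9 libraries of the other cultivars, 189 (81.5%) were present in B2 replicate 3. A swap with the original cultivar B1 was not tested, because its libraries were not analysed here. RNA of another cultivar mixed into the library, with no other cause, would add transcripts but remove none. There were 11 unigenes at a mean of 10 RPKM or more in B2 replicates 1 and 2 that were below 0.1 RPKM in replicate 3, against 1 and 3 such losses in B2 replicates 1 and 2 and at most 7 in any other library. Since other libraries had such losses too, mixing together with ordinary losses is not excluded. Scaling cannot create the pattern, as the median-ratio factor of the library was 1.04 and the factors of all libraries lay between 0.96 and 1.06. The quality of the library was not tested as an explanation. Among the 12 libraries, the study listed the lowest RNA integrity and the lowest rate of high-quality bases for B2 replicate 3, by small margins. Another candidate explanation is that the sampled plant had another genotype. Of the gained unigenes, 118 were present in all 9 libraries of T, Z and G and 139 were absent from all of them. A plant related to B2 but not identical to it and a B2 plant in another state cannot be told apart here, because a table of expression holds no sequence variants. No group in the design separates this library from the other B2 libraries.

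G replicate 3 held 75 unigenes at 1 RPKM or more that were below 0.1 RPKM in G replicates 1 and 2. Their summed RPKM was 354.5 in G replicate 3, 93.46 in Z replicate 2 and 74.63 in Z replicate 3, and at most 20.82 in the 9 other libraries. Sampling noise at low levels is argued against, because the set was chosen in G alone and yet 60 of its unigenes were higher in Z replicate 2 than in Z replicate 1, and 0 were lower. In Z replicate 3, 68 were higher than in Z replicate 1 and 0 lower. A difference between cultivars is argued against by Z replicate 1, where 3 of the 75 unigenes reached 0.1 RPKM, against 53 and 63 in Z replicates 2 and 3. Across the unigenes of the set, which are not independent replicates, levels in G replicate 3 and Z replicate 2 correlated with a Spearman rho of 0.70 (permutation p = 1e-05, the smallest that 100000 resamples can give) and a Pearson r of 0.78 on the log2 scale, and rho with Z replicate 3 was 0.55 (permutation p = 2e-05). This is consistent with a second source of RNA that entered these 3 libraries in different amounts, such as an organism on the leaves whose transcripts are also in the reference, or a shared plant tissue. A response of these 3 plants to their surroundings would give the same pattern and was not tested. The sequences of the unigenes, which would name a source, were not used here. Of the 75 unigenes, 25 passed the filter and 1 was called in any comparison.

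The 189 unigenes present in all B2 libraries and absent from all 9 others outnumbered the 30 with the opposite pattern. The size of this excess rests on B2 replicate 3, without which the counts were 232 and 158. Sampling noise at low levels is argued against, since the most unigenes present only in T, Z or G was 1. Without B2 replicate 3 it was 18, in G, with 8 in T, still far below the 232 of B2. The reference was built from cultivar B1, and a transcript of T, Z or G that differs in sequence from B1 may go uncounted. If B2 is closer to B1 than the others are, this could give more unigenes seen only in B2 than absent only from B2. The 158 near absent from B2 without replicate 3 leave that excess small. A true difference in expression or gene content between cultivars would give the same counts, so the explanations cannot be told apart without the B1 libraries and the sequences of the unigenes, which were not used here. The order of the pairwise counts, highest in the comparisons with B2, could also come in part from a B2 closer to the reference. Uncounted reads would make unigenes look lower in T, Z and G. Yet 797, 1048 and 747 unigenes were higher in T, Z and G than in B2, against at most 342 in both directions together in a comparison without B2. In fits on only the 2 cultivars compared, these were 533, 792 and 534, against at most 529. Such unigenes do not exclude the reference as the cause, because RSEM divides reads among similar unigenes, and reads that differ from B1 may be counted for another unigene.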
